A study of Mus musculus with 65 samples.

How the data were processed

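Messenger RNA of cerebellum, medulla and pons was sequenced in 65 libraries from wild type mice and from mice with an expanded CAG repeat knocked into Atxn1, per the labels. The deposited table holds whole-number read counts for 49670 gene IDs in 65 columns, and 0 of its columns were left out. Per the submitters' processing notes, base calls were made with CASAVA 1.8, reads were aligned to GRCm38 with HISAT2 2.0.2, and reads were counted per gene with featureCounts of the Subread package. The same notes name DESeq2 1.14.1 and R 3.3.3 for the submitters' own tests, whose results were not used. The deposited counts were taken as they are, without any scaling by the authors that the values would show. Between 70.0% and 78.6% of the counts from 1 to 20 in a library were even numbers, so both reads of a pair may have been counted separately; whether pairs and strand were used in counting is not given in the sources used here. Total counts per library ranged from 49.2 to 119.1 M, with a median of 77.0 M.

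Gene symbols were taken from GENCODE vM21, which named 49411 of the IDs. The other 259 IDs held 0.035% of all counts and were kept in the tests under their IDs. Coordinates are those of GRCm38, counted from 1.

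Libraries were grouped by the tissue, age, genotype and treatment in their labels, which makes 15 groups. Each of the 5 combinations of tissue and age was analysed on its own, with its 3 groups in 1 model that shares the estimate of the spread. In that model, vehicle-treated knockin was compared with vehicle-treated wild type, ASO-treated knockin with vehicle-treated knockin, and ASO-treated knockin with wild type. Medulla at 28 weeks came in 2 labelled batches, and batch was a term of that model. Counts were tested with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, with TMM scaling, the filterByExpr filter at its minimum count of 10, robust quasi-likelihood fits and Benjamini-Hochberg adjustment over all genes tested in a contrast. A gene was called at an adjusted p under 0.05. Fold changes are edgeR's, with their standard errors. Levels are CPM, counts scaled to a common library size with TMM factors, given as the group mean with its standard deviation over libraries. Differences between tissues or ages were tested as interaction terms in a joint model of the 2 combinations concerned. Because the groups of a model share its estimate of the spread, a comparison can move when a library of the group outside it is left out.

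Before the data were examined, the designs, the 27 gene lists, the alternatives and a rule for the genes named in the text were fixed. The rule takes Atxn1, then the 5 largest rises and the 5 largest falls among called genes with an average log2 CPM of at least 1 and groups that do not overlap. It then takes up to 3 called members of smallest adjusted p from each gene list, or up to 2 members of smallest p where no member was called, and 6 genes per interaction. Atxn1, Atxn1l, Cic, Rora, Vegfa, Cck, Bace1, Gfap, Calb1 and Chat could be named whatever their value. Genes with provisional symbols were counted but not named, and the text names a part of the resulting table.

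The gene lists were tested with camera at its preset correlation between genes of 0.01, adjusted over the 27 lists of a contrast, again with the correlation estimated from the data, and with fry, which asks whether the genes of a list move 1 way without comparing them with other genes. The lists are named with their results, and their members were chosen from textbook knowledge of hindbrain cell types and pathways. Counts of members are given over all genes tested and, where so stated, adjusted over the list alone. Over 405 tests of lists in contrasts, the estimated correlation kept 3 calls.

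For Atxn1 itself, libraries of 2 groups were compared by exact two-sided permutation tests of the difference in means, within batches for medulla at 28 weeks. Library scores are means of log2 CPM over the genes of a list. A genotype score is the mean signed log2 CPM of genes called in the same direction in both knockin groups of another tissue at 28 weeks, less its mean in wild type: genes from pons for medulla and cerebellum, and genes from medulla for pons. To ask how many genes would reverse between both contrasts without any ASO effect, all libraries were simulated 10 times with both knockin groups drawn from the fitted vehicle means. The draws hold no differences in dissection between libraries. The vehicle libraries were also split by odd and even replicate numbers, with 1 part for each contrast. Other groupings of the same libraries were tested in up to 100 splits per contrast and 40 per interaction.

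The procedure was tested on simulated counts with 200 changed genes per comparison. Of the genes changed 1.5-fold, 44% were recovered for cerebellum among 20094 genes, 58% for medulla at 18 weeks among 19151, 17% for pons at 18 weeks among 19523, 89% for medulla at 28 weeks among 20217 and 79% for pons at 28 weeks among 20212. Of the genes changed 2-fold, 85%, 82%, 58%, 96% and 97% were recovered in the same order. A difference between cerebellum and medulla at 18 weeks was recovered for 15% of the genes at 1.5-fold and 59% at 2-fold, among 18807.

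The alternatives fixed in advance were DESeq2 1.42.0, DESeq2 size factors in the edgeR model, no filter on low counts, only the 2 groups compared, sex called from X- and Y-linked transcripts as a term, the choroid plexus level as a term, the replicate number as a block, each batch alone or no batch term, and each library left out in turn. Chosen after seeing the data were all counts halved, the removal of libraries whose Atxn1 or marker genes go against their labels, the removal of 4 medulla libraries low in Hox genes, and a block on the numbers that recur in the column names of different tissues.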

Results

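Transcripts were measured by RNA sequencing in 65 libraries of 3 hindbrain regions from wild type mice and from knockin mice that carry Atxn1 with an expanded CAG repeat, a model of spinocerebellar ataxia. Knockin mice had received vehicle or an antisense oligonucleotide (ASO) against Atxn1, and wild type mice had received vehicle. Cerebellum at 18 weeks had 4 libraries in each of the 3 groups, medulla and pons at 18 weeks had 3 in each, and pons at 28 weeks had 4 in each. Medulla at 28 weeks had 8 wild type, 8 vehicle-treated knockin and 7 ASO-treated knockin libraries in 2 labelled batches. Libraries held from 49.2 to 119.1 M counts. The labels do not state that each library came from a separate mouse, so the p-values measure only the spread between libraries.

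Atxn1 (ENSMUSG00000046876, chromosome 13, 45549755 to 45965008 on GRCm38) encodes ataxin, carries the expanded repeat and is the target of the ASO. In cerebellum its level was 50.2 ± 4.63 CPM in wild type, 61.3 ± 3.27 CPM in vehicle-treated knockin and 35.5 ± 12.6 CPM in ASO-treated knockin (SD, n = 4 each). The 4 ASO libraries held 32.1, 39.4, 20.2 and 50.3 CPM, all below the lowest vehicle library at 57.9 CPM (exact two-sided permutation p = 0.029, the smallest this design can give), while edgeR gave a log2 difference of -0.79 (adjusted p = 0.24). Knockin against wild type there was at 0.29 (adjusted p = 0.62, exact permutation p = 0.029). In medulla at 28 weeks the means were 34.4 ± 3.03 CPM in wild type (SD, n = 8), 44.1 ± 3.03 CPM in vehicle-treated knockin (n = 8) and 32.6 ± 8.03 CPM in ASO-treated knockin (n = 7). Atxn1 there rose 1.28-fold between wild type and knockin (adjusted p = 0.011) and fell 1.34-fold with the ASO (adjusted p = 0.027). Within the batches, exact permutation gave p = 0.00041 and p = 0.0045 for the same differences. The call between wild type and knockin ended in batch 1 alone (log2 difference 0.38 against 0.36 before, adjusted p = 0.28). The ASO call ended with only the 2 groups fitted (adjusted p = 0.11), in batch 1 alone (0.51) and without 4 libraries low in Hox genes (0.2). It also ended without any 1 of ASO replicates 1 and 3 to 7 or vehicle replicates 1 and 5 (0.053 to 0.082), while the log2 difference in all of these settings was -0.43 to -0.38, against -0.43 before. Among the 7 ASO libraries of medulla at 28 weeks, 6 lay between 24.8 and 33.5 CPM, and the library labelled ASO replicate 2 held 49.3 CPM, above the highest vehicle library at 47.7 CPM. In pons at 28 weeks the means were 40.9 ± 1.67, 55.7 ± 7.15 and 36.5 ± 11.4 CPM in the same order (SD, n = 4 each), and the library labelled ASO replicate 2 held 52.4 CPM against 26.7, 36.8 and 30.1 CPM in the other ASO libraries. The log2 difference there was 0.45 for knockin against wild type (adjusted p = 0.15, exact permutation p = 0.029) and -0.61 for ASO against vehicle (adjusted p = 0.17, exact permutation p = 0.057).

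At 18 weeks Atxn1 went against several labels in medulla and pons. Of the libraries labelled ASO, replicate 2 held 38.4 CPM in medulla and 50.9 CPM in pons, against 13.3 and 20.8 CPM, and 16.6 and 24.2 CPM, in the other ASO libraries of each tissue. The library labelled wild type replicate 3 held 15.1 CPM in medulla and 16.5 CPM in pons, near or below the ASO libraries with low Atxn1. The other libraries labelled wild type held 34.8 and 32.7 CPM in medulla and 51 and 33.2 CPM in pons. Vehicle-treated knockin libraries held 42.7 to 48.4 CPM in medulla and 44.7 to 49.3 CPM in pons. With 3 libraries per group, the exact two-sided permutation p was 0.1 in medulla, the smallest possible, and 0.4 in pons, for both contrasts. These libraries are therefore named by their labels, and every direction drawn from them rests on labels that Atxn1 contradicts.

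**Figure D1:**
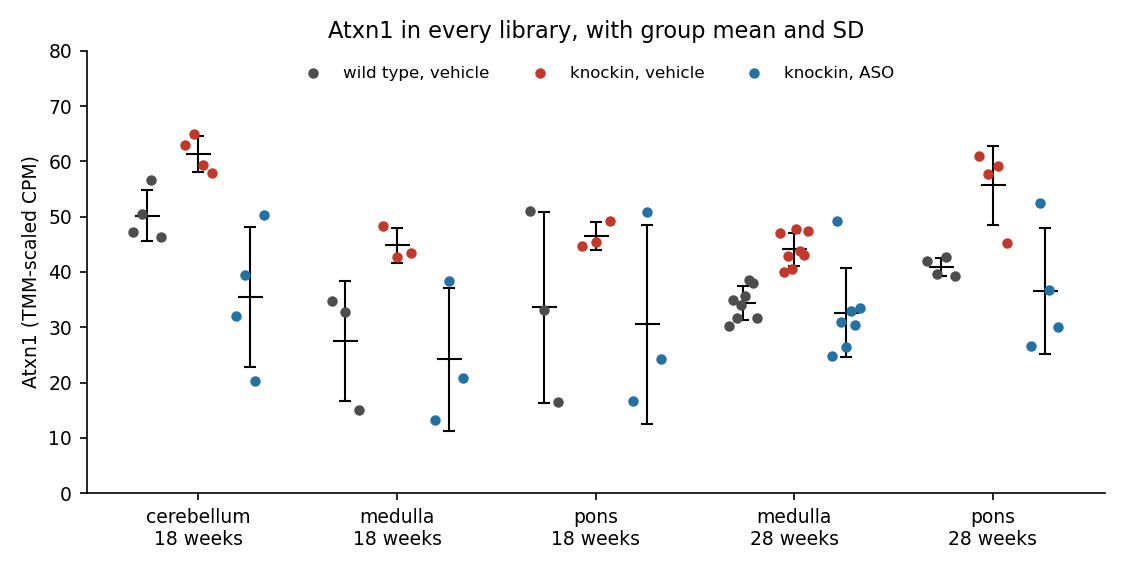
Atxn1 in each of the 65 libraries (y axis, TMM-scaled CPM) by tissue and age (x axis), where points are libraries and bars are the group mean and SD. The libraries labelled ASO replicate 2 stand at 49.3 CPM in medulla and 52.4 CPM in pons at 28 weeks, near the vehicle-treated knockin libraries.

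Vehicle-treated knockin against vehicle-treated wild type asks what the expanded allele did to each region. In cerebellum at 18 weeks, genes of Purkinje cells, the output neurons of the cerebellar cortex, fell together. Of 30 Purkinje cell markers, 18 fell, 0 rose and 12 did not pass, and 24 fell when adjusted over the list alone (camera adjusted p = 4.2e-26, and adjusted p = 0.041 with an estimated correlation). Fam107b fell 2.41-fold, from 190 ± 6.17 to 79 ± 4.58 CPM (SD, n = 4 each; adjusted p = 1.2e-05). Cep76, a centrosomal protein gene, fell 2.08-fold, Inpp5a, which encodes an inositol phosphate phosphatase, fell 1.77-fold, and Calb1, the calcium-binding protein calbindin, fell 1.61-fold from 1260 ± 40.2 to 781 ± 68.1 CPM. Of 17 astrocyte and Bergmann glia markers, 3 fell and 14 did not pass, with 6 lower when adjusted over the list alone (camera adjusted p = 6.1e-07, and adjusted p = 0.041 with an estimated correlation). Aldoc, a glycolytic aldolase, fell 1.82-fold, Gdf10, a growth factor of Bergmann glia, fell 1.74-fold, and Slc1a3, a glial glutamate transporter, fell 1.37-fold.

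Of 18 granule cell markers in cerebellum, 3 fell and 15 did not pass, with 7 lower and 1 higher when adjusted over the list alone (camera adjusted p = 0.00011, and adjusted p = 0.62 with an estimated correlation). Grm4, a metabotropic glutamate receptor, fell 2.62-fold, the transcription factor gene Neurod2 fell 1.28-fold, and Cbln1, a secreted organiser of parallel fibre synapses, fell 1.43-fold. Of 27 potassium, sodium and calcium channel genes, 6 fell and 21 did not pass, with 10 lower and 1 higher when adjusted over the list alone (camera adjusted p = 3.1e-05, and adjusted p = 0.62 with an estimated correlation). Among them, Kcna6 fell 1.42-fold, Kcnip4 1.58-fold and Kcnip1 1.54-fold. Of 28 interferon response genes, 1 rose and 27 did not pass, with 2 higher when adjusted over the list alone (camera adjusted p = 1.2e-05, and adjusted p = 0.62 with an estimated correlation). Cmpk2, a nucleotide kinase, rose 1.37-fold. Of the 5 largest rises, Fam163b rose 4.43-fold, from 8.61 ± 0.847 to 38.1 ± 6.07 CPM, Plppr1 3.83-fold, Cpne4 3.35-fold, the interferon-inducible Mndal 3.08-fold and the peptide transporter gene Slc15a2 2.99-fold. Of the 5 largest falls, the unconventional myosin gene Myo15 fell 10.9-fold, Car9, a carbonic anhydrase, 5.22-fold, Muc3a, a mucin gene, 4.24-fold, Ccdc63 4.16-fold and Mdfi, an inhibitor of MyoD family factors, 4.11-fold. Cck, the cholecystokinin gene, fell 2.12-fold (adjusted p = 0.007), and Th, which encodes tyrosine hydroxylase, fell 2.46-fold.

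In all, 552 of 20350 genes were called in cerebellum, 133 higher and 419 lower in knockin. DESeq2 called 1158, and a fit of only the 2 groups compared called 3161. The count was 2914 without the library labelled ASO replicate 3, and 277 to 353 without any 1 of the 8 vehicle-treated libraries of both genotypes. Of the 28 named genes called here, 11 lost the call in some setting, among them Calb1, Cbln1 and Th without any 1 of those 8 libraries, and Slc1a3 without 6 of them. Their log2 differences in these fits were -0.72 to -0.63 (-0.69 with all libraries), -0.55 to -0.44 (-0.52), -1.43 to -1.13 (-1.3) and -0.48 to -0.42 (-0.46), at adjusted p of 0.052 to 0.14.

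In medulla at 28 weeks, genes of the interferon response rose in the knockin while genes of myelin, cholesterol synthesis, astrocytes and monoamine neurons fell. Of 28 interferon response genes, 21 rose, 0 fell and 7 did not pass, with 22 higher when adjusted over the list alone (camera adjusted p = 1.1e-14, and adjusted p = 0.28 with an estimated correlation). Irf7, a transcription factor of the response, rose 2.12-fold from 3.28 ± 0.463 to 7.03 ± 1.56 CPM (SD, n = 8 each; adjusted p = 1.5e-06), Usp18, which removes the ubiquitin-like protein ISG, rose 2.31-fold, and Oasl2 rose 1.72-fold. Of 23 genes of mature oligodendrocytes and myelin, 18 fell and 5 did not pass, with 21 lower when adjusted over the list alone (camera adjusted p = 1.9e-12, and adjusted p = 0.28 with an estimated correlation). Fa2h and Ugt8a, enzymes of myelin lipid synthesis, fell 1.54-fold and 1.56-fold. Of 24 genes of cholesterol synthesis, 17 fell and 7 did not pass, with 18 lower when adjusted over the list alone (camera adjusted p = 1.9e-12, and adjusted p = 0.28 with an estimated correlation). Mvd fell 1.54-fold, Cyp51 1.41-fold and Dhcr7 1.31-fold. Of 17 astrocyte markers, 10 fell and 7 did not pass, with 11 lower and 1 higher when adjusted over the list alone (camera adjusted p = 1.9e-07, and adjusted p = 0.28 with an estimated correlation). Ntsr2, a neurotensin receptor of astrocytes, fell 1.6-fold, Slc1a2, the main glutamate transporter, fell 1.88-fold from 1480 ± 58.7 to 793 ± 123 CPM, and Agt, angiotensinogen, fell 2.39-fold.

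Of 12 genes of serotonergic and noradrenergic neurons in medulla at 28 weeks, 9 fell and 3 did not pass, with 11 lower when adjusted over the list alone (camera adjusted p = 1.5e-06, and adjusted p = 0.33 with an estimated correlation). The serotonin receptor gene Htr1a fell 1.74-fold, Gch1, an enzyme of the biopterin cofactor, fell 1.95-fold, and the serotonin transporter gene Slc6a4 fell 4.13-fold from 48.4 ± 37.2 to 10.8 ± 6.29 CPM. The wild type library replicate 5, which was low in Hox genes, held the highest mean of this list among wild type libraries, 5.32 on the log2 scale against 3.2 to 4.16 in the others. Of 27 channel genes, 11 fell, 1 rose and 15 did not pass, with 12 lower and 1 higher when adjusted over the list alone (camera adjusted p = 0.00016, and adjusted p = 0.61 with an estimated correlation). Kcnj10, a potassium channel of glia, fell 1.6-fold, Kcnc1 1.36-fold and Kcnn2 1.27-fold. Of 13 neurofilament and axon genes, 6 fell and 7 did not pass, with 9 lower when adjusted over the list alone (camera adjusted p = 0.00018, and adjusted p = 0.36 with an estimated correlation); the neurofilament gene Nefl fell 1.29-fold. Of 19 targets of Capicua, a repressor that binds ataxin, 7 rose, 2 fell and 10 did not pass, with 9 higher and 2 lower when adjusted over the list alone (camera adjusted p = 0.0077, and adjusted p = 0.36 with an estimated correlation). Ccnd2, a cyclin, rose 1.86-fold, Etv4, a transcription factor, rose 1.5-fold, and Phlda1 fell 1.22-fold. Of the 5 largest rises, Spag6, a protein of motile cilia, rose 4.08-fold, the urotensin gene Uts2 3.14-fold, Tmc3 2.33-fold and Ddx60, an antiviral helicase, 2.25-fold, beside Usp18. Of the 5 largest falls, Crh, corticotropin-releasing hormone, fell 7.09-fold, C1ql1, a synaptic organiser, 3.54-fold, Ccdc153 2.68-fold and Itih3 2.37-fold, beside Agt. Cck fell 2.47-fold, and Atxn1l, the paralogue of Atxn1, rose by 0.19 on the log2 scale.

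In all, 3944 of 20465 genes were called in medulla at 28 weeks, 1899 higher and 2045 lower. Within batches, 644 genes were called in batch 1 and 4333 in batch 2. In batch 2, 4 libraries from all 3 groups had low Hox genes, the genes that mark position along the hindbrain, and without them 3441 genes were called. Of the 70 named genes called here, Atxn1 included, 35 lost the call in some setting, 32 of them in batch 1 alone and 7 without some 1 library. Batch 1 held as many libraries of both groups compared as batch 2. In batch 1 some kept their log2 difference, such as Etv4 at 0.67 (0.59 with all libraries) and Sox10 at -0.28 (-0.25). Others had a smaller one, such as Gch1 at -0.64 (-0.97) and Phlda1 at -0.21 (-0.29).

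In pons at 28 weeks, most tested interferon response genes rose, and most genes of monoamine neurons, motor neurons and cholesterol synthesis fell. Of 12 genes of serotonergic and noradrenergic neurons, 8 fell and 4 did not pass, with 9 lower when adjusted over the list alone (camera adjusted p = 6.1e-10, and adjusted p = 0.19 with an estimated correlation). Dbh, which makes noradrenaline, fell 5.78-fold from 37 ± 4.36 to 6.4 ± 0.426 CPM (SD, n = 4 each; adjusted p = 1.1e-08), the noradrenaline transporter gene Slc6a2 fell 5.93-fold from 48.8 ± 7.79 to 8.23 ± 0.791 CPM (adjusted p = 1.6e-08), and Gal, the neuropeptide galanin, fell 3.25-fold. Of 14 cholinergic motor neuron genes, 9 fell and 5 did not pass, with 11 lower when adjusted over the list alone (camera adjusted p = 9.3e-10, and adjusted p = 0.19 with an estimated correlation). The transcription factor gene Phox2a fell 3.2-fold, Chodl 2.39-fold and Chat, which makes acetylcholine, 2.24-fold. Of 28 interferon response genes, 17 rose and 11 did not pass, with 24 higher when adjusted over the list alone (camera adjusted p = 6e-14, and adjusted p = 0.19 with an estimated correlation). Irf7 rose 2.38-fold, Ifi27l2a 2.54-fold and Rtp4 1.89-fold. Of 24 cholesterol synthesis genes, 19 fell and 5 did not pass, with 22 lower when adjusted over the list alone (camera adjusted p = 2.6e-18, and adjusted p = 0.19 with an estimated correlation). Mvd fell 1.7-fold, Cyp51 1.53-fold and Dhcr7 1.4-fold. Of 23 myelin genes, 10 fell and 13 did not pass, with 16 lower when adjusted over the list alone (camera adjusted p = 4.8e-12, and adjusted p = 0.25 with an estimated correlation). Ugt8a fell 1.88-fold and Aspa 1.56-fold.

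Of 17 astrocyte markers in pons at 28 weeks, 9 fell and 8 did not pass, with 12 lower when adjusted over the list alone (camera adjusted p = 4.5e-08, and adjusted p = 0.19 with an estimated correlation); the bicarbonate transporter gene Slc4a4 fell 1.48-fold, Agt 1.95-fold and Fgfr3 1.45-fold. Of 27 channel genes, 9 fell and 18 did not pass, with 14 lower and 1 higher when adjusted over the list alone (camera adjusted p = 6.8e-05, and adjusted p = 0.19 with an estimated correlation), and Kcnj10 fell 1.69-fold. Of 18 immediate early genes, 6 fell and 12 did not pass, with 8 lower and 1 higher when adjusted over the list alone (camera adjusted p = 0.004, and adjusted p = 0.3 with an estimated correlation). Nr4a3 fell 1.67-fold and Arc 1.69-fold. Of the other largest changes, Ddx60 rose 2.29-fold, Tmc3 2.07-fold and Dll3, a Notch ligand gene, 2.06-fold, and Etnppl fell 2.8-fold and Dao, a D-amino acid oxidase, 2.65-fold. Vegfa, a vascular growth factor, fell 1.23-fold, and Bace1, a protease, fell 1.15-fold. Among the single genes fixed in advance, Cck was at a log2 difference of -0.03 (adjusted p = 0.97) and Gfap, the astrocyte filament, at -0.55 (adjusted p = 0.29). In all, 2002 of 20458 genes were called, 847 higher and 1155 lower. The count was 4259 without vehicle-treated knockin replicate 4, and 831 to 1151 without knockin replicate 1, 2 or 3 or without wild type replicate 1, 2 or 4. Of the 65 named genes called here, 21 lost the call without some 1 library, 18 of them without vehicle-treated knockin replicate 2, where Dao was at -1.35 (-1.4 with all libraries) and Bace1 at -0.19 (-0.21).

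Hox genes, which mark position, were not balanced between the groups of pons at 28 weeks. Vehicle-treated knockin replicates 1 to 3 had Hox means of -0.29 to 0.01 and replicate 4 had 1.38, against 0.54 to 1.52 in wild type. Of 15 Hox genes, 0 passed, also when adjusted over the list alone (median -0.51, camera adjusted p = 0.016, and adjusted p = 0.67 with an estimated correlation). The same held for 0 of 17 choroid plexus markers (median -0.94, camera adjusted p = 0.042, and adjusted p = 0.69). Within the vehicle-treated knockin, the mean of the monoamine neuron list ranked with the Hox mean, at 4.61 in replicate 4 and 4.22 to 4.51 in replicates 1 to 3. Replicate 4 lay below the 5.22 to 5.72 of wild type, although its Hox mean was inside their range. On 280 genes other than Hox that separate medulla from pons, vehicle-treated knockin libraries stood at 0.97 to 1.04 of the way to pons and wild type libraries at 0.94 to 1.11. Whether position takes part in the falls of the monoamine and motor neuron lists stays open.

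Of the genes tested in both regions at 28 weeks, 503 rose in both medulla and pons (79.4 for independent lists), 745 fell in both (117) and 0 moved in opposite directions. The numbers at the end of the column names recur between the regions, so these lists may not be independent. Between cerebellum at 18 weeks and medulla at 28 weeks, 40 genes rose in both (12.4), 148 fell in both (41.6) and 11 moved in opposite directions. Between cerebellum and pons at 28 weeks, 33 rose in both (5.56), 96 fell in both (23.5) and 0 moved in opposite directions.

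**Figure D2:**
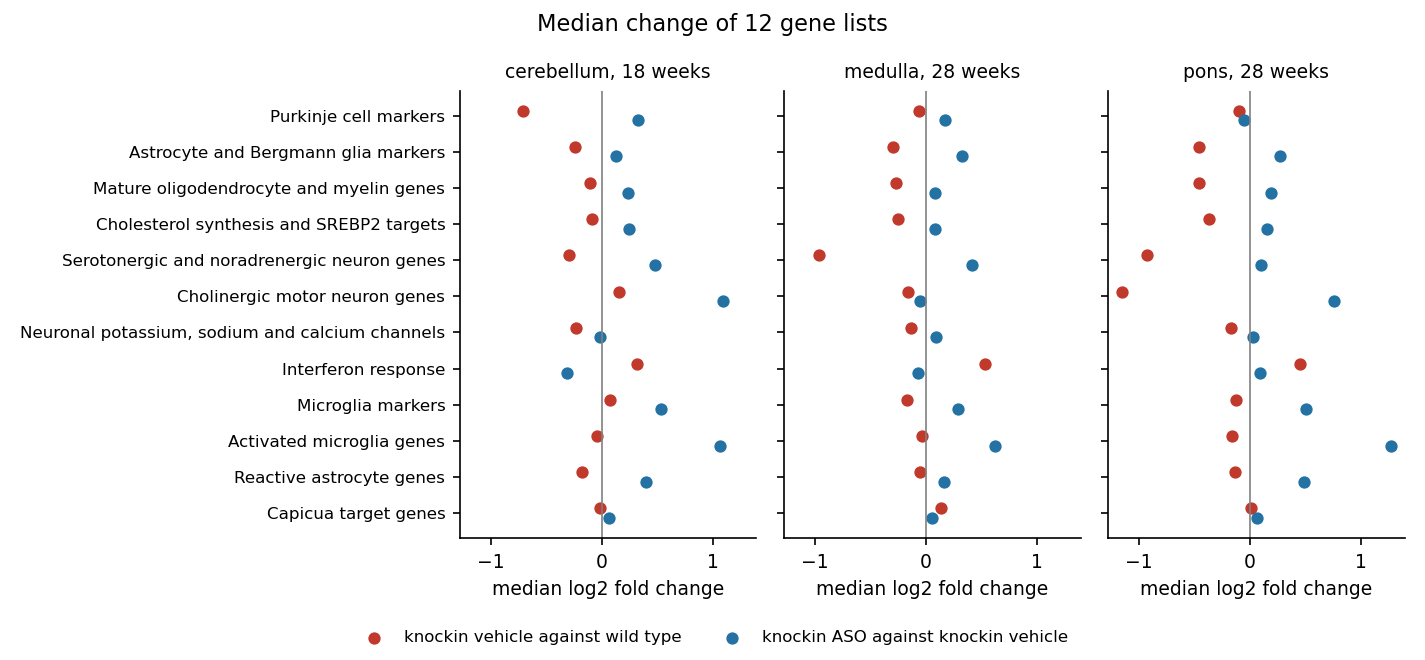
Median log2 fold change (x axis) of 12 gene lists (y axis) in cerebellum at 18 weeks and in medulla and pons at 28 weeks, where points in 1 colour compare vehicle-treated knockin with wild type and points in the other compare ASO with vehicle in the knockin. The Purkinje cell list lies at -0.71 in cerebellum, and the interferon list at 0.53 in medulla and 0.45 in pons, for knockin against wild type.

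In medulla and pons at 18 weeks, edgeR called 0 genes in each of the 3 contrasts. Unadjusted p-values under 0.05 numbered 1121, 905 and 660 among 19514 genes in medulla and 2414, 1246 and 500 among 19806 genes in pons, for knockin against wild type, ASO against vehicle, and ASO against wild type. DESeq2 called 14, 3 and 0 genes in medulla and 2, 20 and 3 in pons. Of 23 myelin genes in medulla, 0 passed, all genes tested or adjusted over the list alone (median log2 difference -0.16, camera adjusted p = 9.7e-05, and adjusted p = 0.92 with an estimated correlation). Of 21 activated microglia genes in medulla, 0 passed either way at a median of -0.97 (camera adjusted p = 9.7e-05, and adjusted p = 0.92 with an estimated correlation). The library labelled wild type replicate 3 held a mean of 4.6 for this list against 2.33 and 2.84 in the other libraries labelled wild type. The 17 choroid plexus markers had a median of -2.75 in medulla and 3.57 in pons, with 0 passing either way (adjusted p = 0.92 and 0.9 with an estimated correlation); choroid plexus lies next to both regions. The 13 mitochondrially encoded genes in pons had 0 passing and 7 higher when adjusted over the list alone (median 0.49, camera adjusted p = 8.5e-05, and adjusted p = 0.9 with an estimated correlation). The library labelled vehicle-treated knockin replicate 2 held 9.77% mitochondrial counts, against 4.88% to 7.48% in the other pons libraries of that age, and the lowest total at 49.2 M. Without 1 library, 1 gene was called for ASO against vehicle in medulla (without ASO replicate 2) and 1 for ASO against wild type (without wild type replicate 1).

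ASO-treated against vehicle-treated knockin asks what changed with the ASO. None of the 3 groups received a control oligonucleotide, so the lowering of Atxn1 was not separated from effects of the oligonucleotide itself. In cerebellum 10 genes rose and 0 fell among 20350, with 1556 at an unadjusted p under 0.05, and all 10 were among the genes that had fallen in the knockin. Muc3a rose 3.21-fold, from 5.54 ± 0.867 to 17.8 ± 2.56 CPM (SD, n = 4 each; adjusted p = 0.00038), Mdfi 2.95-fold, Plekhd1os 2.68-fold, Fam107b 1.89-fold from 79 ± 4.58 to 150 ± 13.9 CPM, and Trabd2b, an inhibitor of Wnt signals, 1.85-fold. Plekhd1os is annotated opposite another gene, and its reads are uncertain because the strand used in counting is not given. Of 30 Purkinje cell markers, 1 rose and 29 did not pass, with 16 higher when adjusted over the list alone (camera adjusted p = 5.5e-08, and adjusted p = 0.25 with an estimated correlation). Of 24 cholesterol synthesis genes, 0 passed, with 11 higher when adjusted over the list alone (camera adjusted p = 2.7e-10, and adjusted p = 0.028 with an estimated correlation). Cyp51 was at a log2 difference of 0.52 (adjusted p = 0.081). Of 21 activated microglia genes, 0 passed, with 18 higher when adjusted over the list alone (camera adjusted p = 4.1e-13, and adjusted p = 0.25 with an estimated correlation). Itgax was at 2.75 (adjusted p = 0.14). Of 28 interferon response genes, 0 passed, with 2 lower when adjusted over the list alone (median -0.31, camera adjusted p = 7.3e-10, and adjusted p = 0.25 with an estimated correlation). Of the 27 lists, 16 passed camera at the preset correlation and 1 with an estimated correlation, that of cholesterol synthesis. The library labelled ASO replicate 4, which held the most Atxn1 of its group, had an activated microglia mean of 2.27, within the vehicle range of 2.14 to 2.5, while the other ASO libraries had 3.47 to 4.06. Its genotype score was -0.181 and its level of Stoml3, named after its values were seen, 1.63 CPM, against 0.221 to 0.279 and 0.0913 to 0.309 CPM in vehicle-treated knockin and -0.027 to 0.074 and 0.726 to 1.15 CPM in wild type. ASO replicate 3 had a score of -0.184 with Stoml3 at 0.337 CPM. The ASO values of cerebellum therefore rest in part on a label that the values of replicate 4 contradict.

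In simulations a mean of 0.1 and at most 1 gene reversed in cerebellum. Independent lists would share 0.206, and splitting the vehicle libraries gave 2 and 2. The covariance of both sets of fold changes was -0.0652 against a simulated -0.0431. DESeq2 called 218 genes, the fit of only the 2 groups 2, and the count was 75, 124 and 44 without ASO replicate 2, 3 or 4 and 4 to 5 without vehicle replicate 1, 2 or 4. Of the 5 named genes called here, 3 lost the call in the fit of only the 2 groups, Mdfi, Plekhd1os and Trabd2b, at log2 differences of 1.56, 1.43 and 0.89 (1.56, 1.42 and 0.89 before).

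In medulla at 28 weeks, some genes of astrocytes, microglia and myelin rose with the ASO in the knockin, while most members of the microglia and myelin lists did not pass. Of the 27 lists, 18 passed camera at the preset correlation and 0 with an estimated correlation. Of 17 astrocyte markers, 9 rose and 8 did not pass, with 9 higher when adjusted over the list alone (camera adjusted p = 2.2e-10, and adjusted p = 0.34 with an estimated correlation). Slc1a2 rose 1.61-fold from 793 ± 123 CPM (SD, n = 8) to 1260 ± 224 CPM (n = 7; adjusted p = 0.00045), Ntsr2 1.36-fold and Gja1, a gap junction protein, 1.4-fold. Of 23 myelin genes, 6 rose and 17 did not pass, with 7 higher when adjusted over the list alone (camera adjusted p = 3.3e-07, and adjusted p = 0.47 with an estimated correlation). Ugt8a rose 1.4-fold and Fa2h 1.31-fold. Of 27 channel genes, 4 rose and 23 did not pass, with 7 higher when adjusted over the list alone (camera adjusted p = 2.5e-07, and adjusted p = 0.47 with an estimated correlation). Kcnn2 rose 1.22-fold, Kcnj10 1.39-fold and Kcnc1 1.2-fold. Of 19 microglia markers, 4 rose and 15 did not pass, with 14 higher when adjusted over the list alone (camera adjusted p = 1.4e-11, and adjusted p = 0.34 with an estimated correlation). Ptprc, a leukocyte phosphatase, rose 1.47-fold, Fcrls 1.62-fold and Trem2 1.41-fold. Of 21 activated microglia genes, 4 rose and 17 did not pass, with 15 higher when adjusted over the list alone (camera adjusted p = 3.3e-12, and adjusted p = 0.34 with an estimated correlation). Cst7 rose 3.35-fold, Cd68 1.54-fold and the integrin gene Itgax 3.7-fold from 0.557 ± 0.216 to 2.12 ± 1.63 CPM. Of 17 Hox genes, 0 passed, also when adjusted over the list alone (median -0.36, camera adjusted p = 0.0028, and adjusted p = 0.63 with an estimated correlation). Of 18 granule cell markers, 1 rose and 17 did not pass, with 1 higher when adjusted over the list alone (median 0.39, camera adjusted p = 0.0016, and adjusted p = 0.59 with an estimated correlation). Of 28 interferon response genes, 0 passed, also when adjusted over the list alone (median -0.07, camera adjusted p = 0.013, and adjusted p = 0.63 with an estimated correlation). The microglial lists had not risen in the knockin, where 0 of 19 microglia markers passed and 4 of 21 activated microglia genes fell (camera adjusted p = 0.0085 and 0.23, and adjusted p = 0.85 and 0.9 with an estimated correlation).

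**Figure D3:**
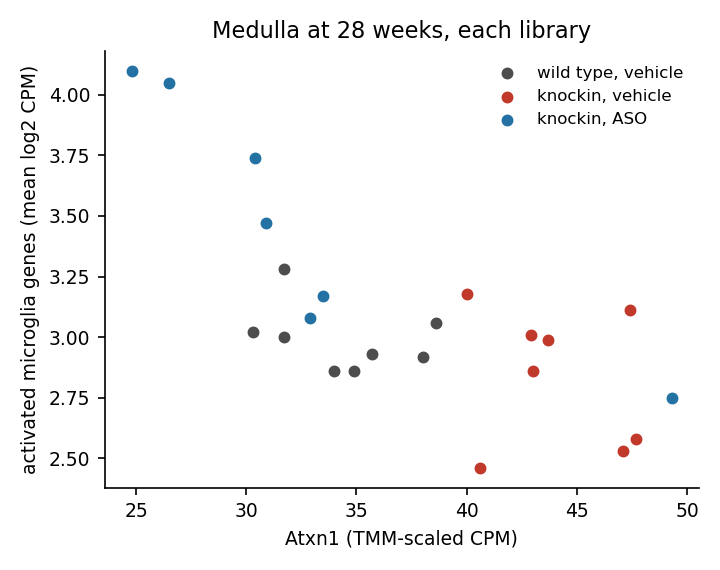
Mean log2 CPM of 21 activated microglia genes (y axis) against Atxn1 (x axis, TMM-scaled CPM) in each medulla library at 28 weeks, coloured by group. The library labelled ASO replicate 2 lies at 2.75 on the y axis, below the 3.08 to 4.1 of the other ASO libraries.

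Of the other genes named in medulla at 28 weeks, Ighm, an immunoglobulin heavy chain, rose 1.57-fold, Erbb3, a neuregulin receptor, 1.43-fold, Ier5l 1.39-fold and Acvr1c 1.34-fold, and Htr1a rose 1.29-fold and Arc 1.25-fold. Acy3, an aminoacylase, fell 1.73-fold, Tgif2 1.65-fold, Cldn14, a tight junction protein, 1.41-fold, Nfe2l3 1.4-fold and Apod, an apolipoprotein, 1.31-fold, and the Capicua target Ccnd2 fell 1.46-fold. Of the 30 named genes called here, Atxn1 included, 0 kept the call in batch 1 alone. Fewer libraries may have ended these calls, though batch 2, with 3 ASO libraries against 4 in batch 1, gave 222 genes. Batch 1 holds ASO replicate 2, with Atxn1 at 49.3 CPM, whose part was not tested. Log2 differences in batch 1 kept their direction. Slc1a2 was at 0.79 (0.69 with all libraries), Itgax at 2.52 (1.89), Ugt8a at 0.51 (0.48) and Nfe2l3 at -0.38 (-0.48). The named microglial genes and others (Kcnj10, Fa2h, Kcnn2) also lost the call in batch 2. There Itgax was at 1.09, Cst7 at 1.11 (2.23 in batch 1), Ptprc at 0.28 (0.79), and Fcrls, the other way, at 0.74 (0.65). Without some 1 library 12 of the 30 named genes lost the call, among them Htr1a, Arc, Ccnd2, Itgax (1.65 to 1.77 in these fits) and Trem2 (0.4 to 0.49). In all, 346 of 20465 genes were called, 267 higher and 79 lower, and 296 of them had moved the opposite way in the knockin while 0 had moved the same way. Simulations, which leave out dissection, gave 0 reversed genes at most. Independent lists would share 34, and splitting the vehicle libraries gave 88 and 57. The covariance was -0.0415 against a simulated -0.0192. Within batches, 0 genes were called in batch 1 and 222 in batch 2, DESeq2 called 610, and a fit of only the 2 groups called 162. The count was 138 without the 4 libraries low in Hox genes, 611 without ASO replicate 2, and 191 to 227 without ASO replicate 1, 3, 4, 5 or 6 or vehicle replicate 5.

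**Figure D4:**
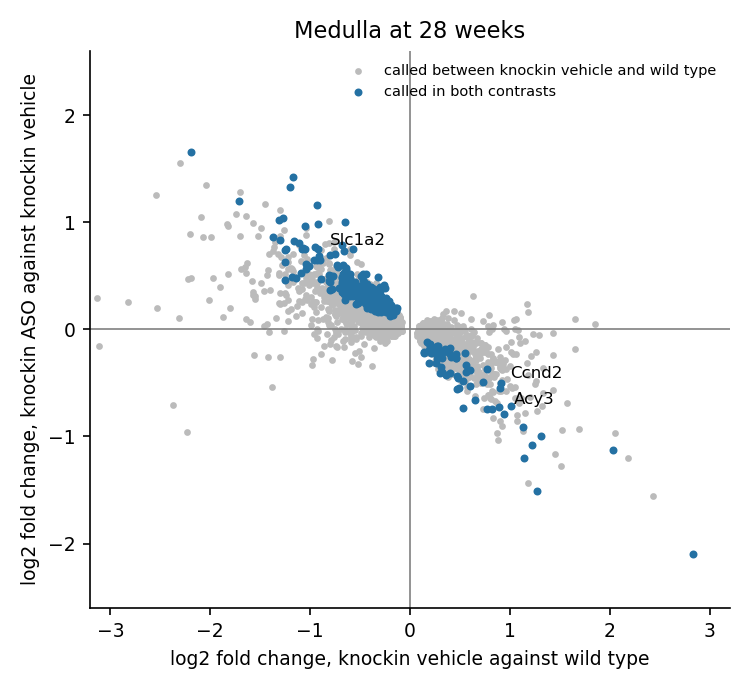
Log2 fold change of ASO against vehicle in the knockin (y axis) against that of vehicle-treated knockin against wild type (x axis) for the genes called between knockin and wild type in medulla at 28 weeks. The 296 genes called in both contrasts lie in the upper left and lower right quadrants, both axes share the vehicle libraries, and 14 genes lie outside the axes.

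In pons at 28 weeks, 17 genes rose and 2 fell with the ASO among 20458, with 2993 at an unadjusted p under 0.05. Dbh rose 1.99-fold from 6.4 ± 0.426 to 12.7 ± 1.71 CPM (SD, n = 4 each; adjusted p = 0.002) and Slc6a2 1.84-fold from 8.23 ± 0.791 to 15.2 ± 1.25 CPM (adjusted p = 0.006), the 2 of 12 monoamine neuron genes that rose. For that list 2 were higher when adjusted over the list alone (camera adjusted p = 0.021, and adjusted p = 0.57 with an estimated correlation). Flt1, a vascular growth factor receptor, rose 1.31-fold, the 1 of 16 endothelial and mural genes that rose, with 11 higher when adjusted over the list alone (camera adjusted p = 2.4e-09, and adjusted p = 0.24 with an estimated correlation). Of 21 activated microglia genes, 1 rose, the chemokine gene Ccl3 10.7-fold from 0.141 ± 0.0488 to 1.53 ± 1.17 CPM, with 19 higher when adjusted over the list alone (camera adjusted p = 5.8e-17, and adjusted p = 0.24 with an estimated correlation). Of 19 microglia markers, 1 rose, Ptprc 2.21-fold, with 15 higher when adjusted over the list alone (camera adjusted p = 2.4e-11, and adjusted p = 0.26 with an estimated correlation). Of 21 reactive astrocyte genes, 1 rose, the adhesion receptor gene Cd44 2-fold, with 10 higher when adjusted over the list alone (camera adjusted p = 1.7e-09, and adjusted p = 0.24 with an estimated correlation). Trac, a T cell receptor gene, rose 2.09-fold, and Gpc5, a glypican, fell 1.28-fold. Of 14 cholinergic motor neuron genes, 0 passed, with 9 higher when adjusted over the list alone (camera adjusted p = 2.4e-09, and adjusted p = 0.24 with an estimated correlation). Chodl was at a log2 difference of 0.76 (adjusted p = 0.13). ASO replicates 1 to 3 had Hox means of 0.75 to 0.83 and replicate 4 had -0.19, against -0.29 to 0.01 in vehicle replicates 1 to 3 and 1.38 in replicate 4, so Hox means were not balanced between these groups either. Of the 19 called genes, 12 reversed a change in the knockin, against at most 2 (mean 0.2) in simulations without such imbalance. Independent lists would share 1.04, split vehicle libraries gave 1 and 0, and the covariance was -0.0561 against a simulated -0.0268. DESeq2 called 603, the fit of only the 2 groups 3, and the count was 299, 95 and 169 without ASO replicate 2, ASO replicate 4 or vehicle replicate 4. It was 4 to 10 without any other library. Of the 9 named genes called here, 3 kept the call in every setting (Dbh, Slc6a2 and Flt1), and 6 lost it without some 1 library, among them Ccl3 (3.23 to 3.64 in these fits), Ptprc (1.12 to 1.15), Cd44 (0.94 to 1.08), Trac and Gpc5.

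ASO-treated knockin against wild type asks what still differed after treatment. Part of the interferon response genes stood above wild type at 28 weeks. In medulla 13 of 28 were higher and 15 did not pass, with 21 higher when adjusted over the list alone (camera adjusted p = 9.4e-18, and adjusted p = 0.2 with an estimated correlation). In pons 16 of 28 were higher and 12 did not pass, with 25 higher when adjusted over the list alone (camera adjusted p = 8e-25, and adjusted p = 0.14 with an estimated correlation). Irf7 stood at a log2 difference of 1.08 in medulla (adjusted p = 1e-04) and 1.29 in pons (adjusted p = 0.00018). Of 24 cholesterol synthesis genes, 9 were lower in medulla and 10 in pons, with 16 and 18 lower when adjusted over the list alone (camera adjusted p = 1e-11 and 9.3e-14, and adjusted p = 0.43 and 0.26 with an estimated correlation). Of 81 ribosomal protein genes in medulla, 14 were lower and 67 did not pass, with 49 lower when adjusted over the list alone (camera adjusted p = 3.1e-19, and adjusted p = 0.62 with an estimated correlation). Of 21 activated microglia genes, 5 were higher in medulla and 3 in pons, with 11 higher in medulla and 15 higher and 1 lower in pons when adjusted over the list alone (camera adjusted p = 4e-05 and 7.1e-10, and adjusted p = 0.64 and 0.37 with an estimated correlation). Dbh and Slc6a2 were below wild type in pons, at log2 differences of -1.54 and -1.69 (adjusted p = 2.9e-06 for both), and Crh in medulla at -2.57 (adjusted p = 0.00019). Slc1a2 was at -0.23 in medulla (adjusted p = 0.18) and -0.27 in pons (adjusted p = 0.38). In all, 777 genes were called in medulla, 363 higher and 414 lower, and 218 in pons, 97 higher and 121 lower. In cerebellum edgeR called 0, with 2235 at an unadjusted p under 0.05 and 372 called by DESeq2. Of 30 Purkinje cell markers there, 0 passed, with 20 lower and 1 higher when adjusted over the list alone (median log2 difference -0.35, camera adjusted p = 7.1e-18, and adjusted p = 0.1 with an estimated correlation; fry adjusted p = 0.0078). Of 19 microglia markers and 21 activated microglia genes, 0 passed, with 15 and 13 higher when adjusted over the list alone (medians 0.68 and 1.13, camera adjusted p = 9.6e-12 and 3.5e-11, and adjusted p = 0.24 and 0.25 with an estimated correlation). Of 24 cholesterol synthesis genes, 0 passed, with 7 higher when adjusted over the list alone (median 0.23, camera adjusted p = 3.7e-06, and adjusted p = 0.1 with an estimated correlation).

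Within batches of medulla, ASO against wild type gave 41 genes in batch 1 and 193 in batch 2, and 340 without the 4 libraries low in Hox genes. The count was 1608 without vehicle replicate 2 and 381 to 486 without ASO replicate 4 or 6 or wild type replicate 6, 7 or 8 in medulla. In pons it was 1102 without vehicle replicate 4 and 16 to 120 without ASO replicate 2 or 3, vehicle replicate 1, 2 or 3 or any 1 wild type library, and in cerebellum 146 and 333 without ASO replicate 3 or 4. DESeq2 called 1360 in medulla and 1020 in pons.

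Whether the effect of the allele differed between regions or ages was tested directly. Between cerebellum and medulla at 18 weeks 80 of 21368 genes differed, 6 higher and 74 lower in cerebellum. Muc3a was at a log2 fold change of -2.08 in cerebellum and 0.46 in medulla (difference -2.56 ± 0.22 SE, adjusted p = 4.2e-06), and Fam107b at -1.27 and -0.36 (difference -0.93 ± 0.12 SE, adjusted p = 0.001). Rnf19b, a ubiquitin ligase gene, was at -0.79 and 0.02, the calcium sensor gene Hpcal1 at -0.88 and 0.07, the collagen gene Col5a1 at -1.32 and 0.36, and Car7, a carbonic anhydrase, at -0.78 and 0.18. The medulla side rests on libraries labelled wild type whose values contradict their labels, and DESeq2 called 239. A replicate block gave 10, but joins different column numbers. A block on column numbers, chosen after seeing the data, gave 827, but the only wild type number in both tissues was on both sexes. At 28 weeks 4 genes differed between medulla and pons by edgeR and 17 by DESeq2, among them the neuropeptide gene Calca (1.1 in medulla, -1.18 in pons, adjusted p = 0.016) and Rims4, a synaptic release gene (-0.95 and -0.02, adjusted p = 0.022). The other 2 fell outside the rule for named genes because of their low counts and are named after their values were seen: Ppp1r1c (1.26 and -0.39, adjusted p = 0.016) and Styk1 (-1.69 and 0.17, adjusted p = 0.043). Between ages, 1 gene differed in medulla, the histamine receptor gene Hrh3 (-1.18 at 28 weeks, -0.13 at 18 weeks, adjusted p = 0.036), against 159 by DESeq2. In pons edgeR called 0, where 4883 genes had an unadjusted p under 0.05 and DESeq2 called 1663. Between medulla and pons at 18 weeks edgeR called 0 and DESeq2 called 1, with 2248 at an unadjusted p under 0.05. For ASO against vehicle, 2 genes differed between cerebellum and medulla at 18 weeks, Muc3a (1.68 and -0.06, adjusted p = 0.0017) and a gene with a provisional symbol, and edgeR and DESeq2 called 0 between ages in medulla, with 834 at an unadjusted p under 0.05.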

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

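The tests of mislabelled libraries, of the libraries labelled ASO replicate 2 and of the link between Atxn1 and microglial genes were chosen after the result was seen; the tests of group size were written before. The 4 libraries low in Hox genes were picked after their Hox values were seen, and what their tests should show was written before those tests ran.

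In medulla and pons at 18 weeks, edgeR called 0 genes between libraries labelled vehicle-treated knockin and wild type, against many at 28 weeks. Unadjusted p under 0.05 numbered 1121 and 2414. The tables argue against group size alone: over 64 choices of 3 libraries per group at 28 weeks, taken from batch 1 in medulla, the lowest count was 8 in medulla and 214 in pons, with medians of 166 and 467. Mislabelled or mixed libraries may account for it, since 2 of 3 libraries labelled wild type in medulla (replicates 1 and 3, 0.432 and 0.308) and 1 of 3 in pons (replicate 3, 0.306) had genotype scores inside the knockin range at 28 weeks (0.225 to 0.637 in medulla and 0.17 to 0.328 in pons, against -0.082 to 0.093 and -0.033 to 0.014 in wild type). Replicate 1 of pons lay above that range at 0.368. Replicate 2 stood at -0.151 in medulla and between both ranges at 0.146 in pons. Stoml3 there was 0.118, 2.15 and 0.0564 CPM and Igf2bp3, named after seeing its values, 0.283, 0.0276 and 0.0564 CPM in replicates 1 to 3. Vehicle-treated knockin held 0.116 to 0.347 and 0.198 to 0.271 CPM. Both levels include a prior count of 2, so 0.0276 and 0.0564 CPM lie near the level of no reads. Igf2bp3 (0.116, 0.475 and 0.121 CPM with the ASO) decides nothing for replicate 3. In cerebellum, ASO replicates 2 to 4 scored 0.073, -0.184 and -0.181 (wild type -0.027 to 0.074), but replicates 2 and 3 kept Stoml3 at 0.284 and 0.337 CPM and activated microglia means of 3.47 and 4.06, which go with their labels, and replicate 4 had 1.63 CPM and 2.27, so several wrong labels stay open, as do the younger age in pons and an exchange of the animal behind replicate 4 with that behind wild type replicate 3 of medulla and pons, whose activated microglia means were 4.6 and 4.75 (ASO libraries 2.89 to 5.08 and 2.82 to 4.54).

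The libraries labelled ASO replicate 2 held Atxn1 within or above the vehicle range in pons at both ages and in medulla at 28 weeks, there 49.3 CPM against 24.8 to 33.5 CPM in the others, far from the rest of its group, and 38.4 CPM in medulla at 18 weeks, below all vehicle libraries (42.7 to 48.4 CPM). If the ASO had not reached the tissue or the label were wrong, activated microglia genes should lie at the vehicle level. The mean of that list was 2.82 in pons at 18 weeks (highest vehicle library 2.9, and at least 3.82 in the other ASO libraries), which is consistent with that explanation. It was 2.75 in medulla at 28 weeks, where ASO libraries with lowered Atxn1 (3.08 and 3.17) also lay below the highest vehicle library (3.18) and the test decides nothing, 2.98 in pons at 28 weeks (2.73, and at least 3.76 in the other ASO libraries) and 2.89 in medulla at 18 weeks (2.4, and at least 3.78), the last 2 between both groups, so a lower dose and a wrong label stay open. Over the 7 ASO libraries of medulla at 28 weeks, the list mean was the higher the lower Atxn1 was (Pearson r = -0.91, exact permutation p = 4e-04; Spearman rho = -0.96, exact permutation p = 0.0028; r = -0.95 without the 2 libraries farthest from the median; 1 relation computed; exact permutation p = 0.014 over 144 permutations within batches), and batches of 4 and 3 libraries were too few for values of their own; without a control oligonucleotide this does not separate lowered Atxn1 from the amount of ASO in a library.

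In batch 2 of medulla at 28 weeks, 4 libraries had low Hox genes, among them vehicle-treated knockin replicate 8 with a mean of 0.25 (others 2.73 to 3.93) and wild type replicate 5 with 0.08 (others 3.08 to 3.96), each far from its group. On 280 genes other than Hox that separate both regions, these 4 libraries lay 0.56 to 0.99 of the way from medulla to pons, the other medulla libraries at most 0.23 and pons libraries at 0.85 to 1.11. A dissection that reached into the pons could account for this, wild type replicate 5 at 0.99 could as well be pons under a wrong label, and no biological explanation was tested. The tables argue against these libraries setting the count of genes between knockin and wild type, which was 3441 without them. The ASO count was 138 without them, while among named genes that lost the call Itgax (2.01), Cst7 (1.87) and Trem2 (0.52) kept their log2 difference and Grm4 went from 0.31 to 0.21, so the part of these 4 libraries in the ASO effect stays open.

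Further measures of single libraries stood far from the rest of their group, out of 90 such tests, where chance gives about 4.5. In cerebellum the mean of the granule cell list was 7.57 in vehicle-treated knockin replicate 4 (others 7.85 to 7.88). The genotype score was 0.074 in wild type replicate 3 of cerebellum (others -0.027 to -0.02) and -0.033 in wild type replicate 4 of pons at 28 weeks (others 0.008 to 0.014). The blood gene list had a mean of 1.58 in wild type replicate 1 of cerebellum (others 2.37 to 2.47). The total count was 105 M in vehicle-treated knockin replicate 2 of medulla at 28 weeks (others 79.9 to 91.5). The monoamine neuron list had a mean of 5.32 in wild type replicate 5 of medulla at 28 weeks (others 3.2 to 4.16). In pons at 28 weeks the Hox list had a mean of -0.19 in ASO replicate 4 (others 0.75 to 0.83) and 1.52 in wild type replicate 2 (others 0.54 to 0.63), where the choroid plexus list also stood at 3.58 (others 1.06 to 1.44).

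Tests of the difference itself called genes in 4 cases, and in each of them at least 1 other split of the libraries gave as many. Chance is excluded only narrowly for 2 of them and is not excluded between ages in medulla and for the ASO. The effect of the allele differed for 80 genes between cerebellum and medulla at 18 weeks, for 4 between medulla and pons at 28 weeks and for 1 between medulla at 28 and at 18 weeks. The effect of the ASO differed for 2 genes between cerebellum and medulla at 18 weeks.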

How the results depend on the processing

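Settings that leave out libraries in doubt, halve the counts or use column numbers as a block were chosen after seeing the data. The cause of the changes below was not tested, except that fewer libraries enter where a setting leaves some out. With 100 simulated changed genes per fold, tissue and age, the share recovered at 1.5-fold was 44% in cerebellum, 58% in medulla and 17% in pons at 18 weeks, and 89% and 79% in medulla and pons at 28 weeks. Small changes were recovered least in pons at 18 weeks, where the spread between libraries was largest (coefficient of variation 0.243, against 0.167 in medulla with the same group size), and what depth alone limits was not tested. At 2-fold the shares were 85%, 82%, 58%, 96% and 97%, and for the difference between cerebellum and medulla 15% at 1.5-fold and 59% at 2-fold. No count of genes or fold change of Atxn1 moved with halved counts.

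By the DESeq2 Wald test, counts between vehicle-treated knockin and wild type were 1158 in cerebellum, 14 in medulla and 2 in pons at 18 weeks. For the ASO it called 218 in cerebellum, 3 in medulla and 20 in pons at 18 weeks, and 610 in medulla and 603 in pons at 28 weeks. Between ASO and wild type it called 372 in cerebellum and 3 in pons at 18 weeks, and 1360 in medulla and 1020 in pons at 28 weeks. Genes changed in the knockin and reversed by the ASO numbered 141 in cerebellum, 2 in pons at 18 weeks, and 503 in medulla and 319 in pons at 28 weeks. The effect of the allele differed for 239 genes between cerebellum and medulla and 1 between medulla and pons at 18 weeks, 17 between medulla and pons at 28 weeks, and 159 in medulla and 1663 in pons between ages. The Atxn1 log2 fold change with the ASO in cerebellum was -0.8 (adjusted p = 0.025, against 0.24 by edgeR).

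With DESeq2 size factors, 2 genes differed in medulla between ages, and 2 without a filter on low counts. Without that filter the ASO count was 1 in medulla and 1 in pons at 18 weeks and 76 in pons at 28 weeks, and the count between ASO and wild type in medulla at 28 weeks was 464. With only the 2 groups compared in the fit, 3161 genes were called between knockin and wild type in cerebellum, and for the ASO 2 in cerebellum, 1 in medulla at 18 weeks, 162 in medulla and 3 in pons at 28 weeks. Atxn1 then passed between knockin and wild type in cerebellum (0.29, adjusted p = 0.0095) and pons at 28 weeks (0.45, adjusted p = 0.0087), and no longer with the ASO in medulla at 28 weeks (-0.43, adjusted p = 0.11).

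The replicate numbers do not pair libraries, since same-numbered libraries correlated at medians of -0.01, -0.09, -0.07, -0.04 and -0.04 within the 5 sets of tissue and age. With a replicate block, counts were 303 for knockin and 4 for the ASO in cerebellum, 268 between ASO and wild type in medulla at 28 weeks, 8 for the ASO and 55 between ASO and wild type in pons at 28 weeks. It gave 10 and 0 for differences of the allele and ASO effects between cerebellum and medulla, and a column number block 827 and 5. The only wild type number in both tissues was on both sexes. Same column numbers in medulla and pons correlated at medians of 0.08 and 0.1. With sex as a covariate, the ASO count was 16 in cerebellum and 4 in pons at 28 weeks, and 54 genes separated ASO from wild type there. With choroid plexus markers as a covariate, the ASO count in cerebellum was 16, medulla at 18 weeks had 1 gene between knockin and wild type and 4 between ASO and wild type, and pons at 28 weeks had 1333 and 43.

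In medulla at 28 weeks, batch 1 libraries alone gave 644 genes between knockin and wild type, 0 with the ASO and 41 between ASO and wild type, with Atxn1 at 0.38 (adjusted p = 0.28) and, with the ASO, -0.38 (adjusted p = 0.51). Batch 2 libraries gave 222 with the ASO and 193 between ASO and wild type, and 500 for the latter came without the batch term. Without the 4 libraries low in Hox genes the counts were 138 and 340, and Atxn1 with the ASO was -0.38 (adjusted p = 0.2).

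Counts without the libraries in doubt support no effect of the allele, since those libraries were chosen by their values and in medulla and pons at 18 weeks only 1 library labelled wild type remains, whose spread is assumed to be that of the other groups. In that setting, medulla at 18 weeks had 1238 genes between knockin and wild type, 198 with the ASO, 1460 between ASO and wild type and 52 reversed. Cic, not called before, was 0.34 (adjusted p = 0.034) with the opposite sign. Cerebellum had 44 with the ASO and 333 between ASO and wild type, medulla at 28 weeks 611 with the ASO and 498 reversed, and pons at 28 weeks 299, 120 and 169 for ASO, ASO against wild type and reversed. Atxn1 passed in pons at 28 weeks between knockin and wild type (0.44, adjusted p = 0.022) and with the ASO (-0.82, adjusted p = 0.0039). Differences numbered 264 between cerebellum and medulla, 730 in medulla between ages and 1 for the ASO between cerebellum and medulla. Without the libraries whose Atxn1 goes against the label, medulla at 18 weeks had 9 genes with the ASO, and Atxn1 was -1.38 (adjusted p = 0.028). Atxn1 values with the ASO in both of these settings support no effect of the ASO, since libraries with high Atxn1 were left out of the ASO group.

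Leaving out 1 library at a time, counts between knockin and wild type ran from 277 to 2914 in cerebellum, 3182 to 5411 in medulla and 831 to 4259 in pons at 28 weeks, and stayed 0 in medulla and pons at 18 weeks. ASO counts ran from 4 to 124 in cerebellum, 0 to 1 in medulla at 18 weeks, and 191 to 611 in medulla and 4 to 299 in pons at 28 weeks. Between ASO and wild type they ran from 0 to 333 in cerebellum, 0 to 1 in medulla at 18 weeks, and 381 to 1608 in medulla and 16 to 1102 in pons at 28 weeks. Atxn1 with the ASO ran from -1.01 to -0.59 in cerebellum, -1.38 to -0.6 in medulla and -1.19 to -0.32 in pons at 18 weeks, and -0.57 to -0.38 in medulla and -0.82 to -0.48 in pons at 28 weeks. Between knockin and wild type it ran from 0.25 to 0.35 in cerebellum, 0.4 to 0.91 in medulla and 0.14 to 0.9 in pons at 18 weeks, and 0.34 to 0.38 in medulla and 0.4 to 0.52 in pons at 28 weeks. Over all settings, the adjusted p of Atxn1 with the ASO ran from 0.025 to 0.82 in cerebellum, 0.028 to 1 in medulla at 18 weeks, and 1.8e-06 to 0.51 in medulla and 0.0039 to 0.45 in pons at 28 weeks. Between knockin and wild type it ran from 0.0095 to 0.83 in cerebellum, and 3.4e-05 to 0.28 in medulla and 0.0087 to 0.29 in pons at 28 weeks, and for Cic in medulla at 18 weeks from 0.034 to 1. The largest falls of Atxn1 with the ASO come from leaving out the ASO library with the most Atxn1, as do the lowest adjusted p in medulla and pons, so that choice fixed them. Splitting the vehicle libraries so that no library served both contrasts gave 2 and 2 reversed genes in cerebellum, 88 and 57 in medulla and 1 and 0 in pons at 28 weeks. Of the genes named by the rule and called between knockin and wild type, 17 of 28 in cerebellum, 35 of 70 in medulla and 44 of 65 in pons at 28 weeks kept the call in every setting, and with the ASO 2 of 5, 0 of 30 and 3 of 9. Of 405 list tests, 210 passed camera at the preset correlation, 3 with an estimated correlation and 49 by fry.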

Other observations

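The test of genes near Atxn1 and the comparison of column numbers with sex were chosen after the results were seen, while the gene lists and the other splits were fixed before.

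Further gene lists were tested at 28 weeks between vehicle-treated knockin and wild type. Of 17 oligodendrocyte precursor genes in medulla, 7 fell, 2 rose and 8 did not pass, with 7 lower and 2 higher when adjusted over the list alone (camera adjusted p = 0.017, and adjusted p = 0.55 with an estimated correlation). C1ql1 fell 3.54-fold, Gpr17 1.51-fold and Sox10 1.19-fold. Of 21 synaptic vesicle genes in medulla, 5 fell and 16 did not pass, with 5 lower when adjusted over the list alone (camera adjusted p = 0.00054, and adjusted p = 0.61 with an estimated correlation). Cplx2, which clamps vesicle fusion, fell 1.48-fold and Syn2 1.24-fold. Of 81 cytosolic ribosomal protein genes in medulla, 11 fell and 70 did not pass, with 3 lower when adjusted over the list alone (camera adjusted p = 3.1e-06, and adjusted p = 0.85 with an estimated correlation). Of 13 mitochondrially encoded genes in pons, 3 fell and 10 did not pass, with 6 lower when adjusted over the list alone (camera adjusted p = 2e-04, and adjusted p = 0.3 with an estimated correlation); mt-Nd2 fell 1.18-fold and mt-Co1 by 0.19 on the log2 scale. Of 79 nuclear respiratory chain genes in pons, 1 rose, 1 fell and 77 did not pass, with 0 passing when adjusted over the list alone (camera adjusted p = 0.0067, and adjusted p = 0.7 with an estimated correlation). Of 11 glycinergic and GABAergic genes in pons, 2 fell and 9 did not pass, with 2 lower when adjusted over the list alone (camera adjusted p = 0.042, and adjusted p = 0.26 with an estimated correlation). The glycine receptor gene Glrb fell by 0.19 on the log2 scale.

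Of 21 genes of the unfolded protein and heat shock response in medulla, 3 rose, 4 fell and 14 did not pass, with 3 higher and 5 lower when adjusted over the list alone (camera adjusted p = 0.23, and adjusted p = 0.89 with an estimated correlation). Genes of neighbouring tissues did not pass in medulla: 0 of 17 choroid plexus markers (median log2 difference 0.53, camera adjusted p = 0.38, and adjusted p = 0.97 with an estimated correlation). Of the blood cell genes 0 of 9 passed (0.05, camera adjusted p = 0.7, and adjusted p = 0.97) and of the meningeal genes 0 of 15 (-0.02, camera adjusted p = 0.65, and adjusted p = 0.97), each also with 0 when adjusted over the list alone. For the meningeal list the mean was 0.07 while the median and the test were negative. Of 17 Hox genes in medulla, 1 rose and 16 did not pass, with 1 higher when adjusted over the list alone (camera adjusted p = 0.93, and adjusted p = 0.98 with an estimated correlation). The median and mean were -0.09 and -0.02 while the test was positive. Median, mean and test also differed in sign in cerebellum between knockin and wild type for the activated microglia, oligodendrocyte precursor, neurofilament, Capicua, respiratory chain and ribosomal lists, and with the ASO for the oligodendrocyte precursor, channel and Hox lists. They differed with the ASO at 28 weeks for the Capicua and blood lists in medulla and the glycinergic list in pons, and for lists without a called member at 18 weeks. Between ASO-treated knockin and wild type at 28 weeks they differed for the immediate early list in medulla and the meningeal list in pons. None of these lists passed camera with an estimated correlation.

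Variants of another strain linked to the knockin locus could move genes near Atxn1, which is a hypothesis of this re-analysis. Within 10 Mb of Atxn1, 26.2% of 160 tested genes were called in medulla at 28 weeks against 19.3% elsewhere (one-sided Fisher's exact p = 0.019), while in pons it was 9.6% against 9.8% (p = 0.58). The share in pons rests on 15 called genes of 157 and decides nothing, so linked variants stay open in both regions, beside regional regulation.

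Other groupings of the same libraries asked whether chance can give as many genes. For knockin against wild type chance is excluded at 1 of 35 splits in cerebellum (552 genes, highest other 0), 1 of 100 in medulla (3944, highest other 714) and 1 of 35 in pons (2002, highest other 1517) at 28 weeks. For the ASO it is excluded at 1 of 35 in cerebellum (10, highest other 0) and 1 of 100 in medulla at 28 weeks (346, highest other 1). It is not excluded in pons at 28 weeks, where 3 of 35 splits, the real one included, gave at least 19 and 1 gave 1455. That split joins ASO replicates 1, 2 and 3 with vehicle replicate 4, which are the pons knockin libraries with high Hox means (0.75 to 1.38, against -0.29 to 0.01 in the other 4), and a count so far above the real one points to a structure of the samples. On 280 genes other than Hox that separate medulla from pons, both sides of that split overlapped (0.85 to 1.06 against 1 to 1.04 of the way to pons), so position as its source stays open. For ASO against wild type it is excluded at 1 of 100 in medulla (777, highest other 35) and 1 of 35 in pons (218, highest other 1) at 28 weeks, while in cerebellum 35 of 35 splits gave 0. At 18 weeks in medulla and pons the splits are too few for a share under 0.05: the real counts were 0, all 10 splits gave as many, and other splits of ASO and wild type libraries gave up to 365 in medulla and 25 in pons. For differences, 2 of 41 splits, the real one included, gave as many between cerebellum and medulla at 18 weeks (80, highest other 87). The same share held between medulla and pons at 28 weeks (4, 2 of 41, highest other 745). In both, 1 other split gave more genes than the real one. The split with 87 kept all cerebellum libraries in their groups and exchanged knockin replicate 2 and wild type replicate 3 of medulla. The split with 745 mixed both groups in medulla, while in pons it exchanged only vehicle-treated knockin replicate 4 and wild type replicate 3, as the split with 1517 does. A count so far above 4 points to a structure of the samples, and this split kept most of the contrast of genotypes in pons. It is not excluded between ages in medulla (1, 3 of 41, highest other 2) or for the ASO between cerebellum and medulla (2, 3 of 41, highest other 2). For the other 3 differences the real count was 0 and 41 of 41 splits gave as many, with up to 0, 86 and 1 in others; the split with 86 made the same exchange in pons at 28 weeks.

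Among 21 numbers that recur at the end of column names in more than 1 tissue, 2 went with libraries of both sexes by their X- and Y-linked transcripts. They were wild type replicate 2 of medulla at 18 weeks, male, whose number is on female libraries in cerebellum and pons, and vehicle-treated knockin replicate 2 at 28 weeks, female in medulla and male in pons.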
